A study of Mus musculus with 2 samples.

How the data were processed

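Nuclear RNA and chromatin accessibility had been measured in the same nuclei, so that each droplet barcode carried both assays (a single-nucleus multiome). Per the labels' protocols, mouse embryos at embryonic day 7.0 were pooled, dissociated with the enzyme mix TrypLE, strained and taken through nuclei isolation, 10x Genomics library preparation and sequencing on a NovaSeq. The series held 2 samples, the RNA library and the accessibility library of that pool, with 1 library per assay. The labels conflicted: the title, the age and the protocol named E7.0 embryos, while the tissue, source, cell type and strain entries named parts of the adult gut, goblet cells and a mucin reporter strain. The grouping followed the title and the age, and the RNA was compared with marker lists for both readings.

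The deposited values were whole-number counts, not normalized: UMI counts per gene for RNA and counts per accessibility peak, in 1 sparse matrix with gene, peak and barcode tables. Per the file headers, the matrix was written by cellranger-arc 2.0.0. The aligner, the peak caller, the genome build, and whether the authors filtered barcodes beyond that software were not given in the sources used here. The matrix held 32285 genes, 229480 peaks and 15341 barcodes, all with 1 library suffix, so no barcode could be assigned to an embryo. It summed to 182201512 RNA UMIs and 273131304 peak counts. Of the nonzero peak values, 86.4% were even and 74.0% equalled 2, the pattern left by counting both ends of a fragment. Intervals on accessibility therefore came from estimated fragments (the count divided by 2 and rounded up), scaled to the fold of the counts.

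Gene symbols were those the files pair with each gene identifier, and 32158 of the identifiers were in the reference name table. Coordinates are printed as in the files, counted from 1. To see which build they resembled, the transcription starts of 20631 protein-coding symbols were set against RefSeq genes of GRCm38.p6, and 93.3% lay inside the gene of that symbol extended by 1000 bp. The files gave no strand, so strand was inferred from the end of the RefSeq gene nearer to the start, giving 12792 genes on the plus strand, 12694 on the minus strand and 6799 undecided. A promoter ran from 1000 bp upstream to 100 bp downstream of a start, or 1000 bp to each side where the strand was undecided. For 12548 genes the files gave a range of starts, and windows were placed at its lowest and highest positions. A wider window of 2000 bp to each side, which needs no strand, was run as an alternative. In all, 22540 peaks (9.82%) overlapped a promoter and 21435 genes had a promoter peak. Distal peaks of a gene were those at no promoter and within 50000 bp of its starts. Exon, intron and UTR annotation was not used here.

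Nuclei were kept with at least 1000 UMIs, 500 detected genes and 1000 peak counts and at most 20% mitochondrial UMIs. Doublets were called on RNA with Scrublet in scanpy 1.11.5 at an expected rate of 0.1, and 1153 of the 15341 barcodes (7.52%) were called. Depth limits left 13896 barcodes, and removing 1100 doublet calls left 12796 nuclei (83.4%). Too few peak counts removed 1060 barcodes and too few UMIs 437, with overlap, and none exceeded the mitochondrial limit.

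The assays were clustered apart. RNA was log-normalized to 10000 UMIs, and 2000 variable genes (leaving out mitochondrial and Y genes, Xist and Tsix) gave 30 principal components. Peaks seen in at least 50 nuclei were set to 0 or 1 and weighted by TF-IDF, and 30 singular vectors were computed, of which the first was dropped. Graphs of 15 neighbours were partitioned with leidenalg 0.10.2 at resolution 1 and seed 0. Clusters of either assay were named from the RNA of 15 fixed marker lists. The lists covered epiblast, anterior ectoderm, primitive streak, embryonic mesoderm, extraembryonic mesoderm, haemato-endothelial progenitor, anterior streak with node and definitive endoderm, visceral endoderm, parietal endoderm, extraembryonic ectoderm, ectoplacental cone with giant cell, primordial germ cell, decidua, immune cells, and goblet with intestinal epithelium. The lists were fixed before the data were examined, as were the nucleus filter, the clustering settings, the gene panel, the rule for naming genes and all but 5 of the alternatives.

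The scoring rule for cluster names was set after the data had been seen. The list with the highest mean log2 ratio over all other nuclei had to reach a mean of 0.5 with at least 3 markers raised 1.5-fold on at least 50 UMIs. No other list could hold more markers among the cluster's 10 leading genes. A cluster also stayed unnamed where a rival list with 3 raised markers reached over 0.5 of the leading score and had as many markers among those genes. A cluster with no marker of the leading list among those genes also stayed unnamed when its median UMIs lay below the median of all nuclei divided by 3, which applied to 1 cluster each at resolution 0.5 and with 20 components. Named classes carry the suffix "-like". Because names rest on RNA, promoter and peak accessibility was reported for RNA-defined classes, and the gene panel and leading genes for accessibility-defined classes, so that the reported assay had not made the clusters. The RNA ratios set against promoters and the RNA of genes nearest to class peaks were read in RNA-defined classes and are descriptive. For accessibility clusters the names themselves still came from marker RNA, and marker genes were passed over when genes were picked from those classes.

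With 1 library per assay there was no replicate, so no test was run and no p-value is given. Nuclei describe the library and are not replicates. Summed counts are given as CPM, scaled to the total of the RNA UMIs or of the peak counts in the same nuclei. Sums carry exact Poisson intervals, folds exact conditional intervals and shares exact Clopper-Pearson intervals, all at 95% and all covering counting error only. A class with no count was held at 3 counts for folds. Log2 ratios used a pseudocount of 1 CPM. The relation of RNA to accessibility used genes with at least 10 CPM of RNA and 50 peak counts in either class, for classes of at least 100 nuclei, and 100 shuffles of gene names gave its background. Marker promoters were set against 10000 random gene lists of the same size, matched on mean accessibility in 20 bins. Class peaks were the 1000 with the highest fold among peaks with at least 100 counts in the class. All peaks that reached this minimum were their background, which was not matched on counts.

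Genes and peaks were named by a fixed rule. It took a panel of 14 genes, the 3 highest-fold peaks of each RNA-defined class, and the 3 highest-fold genes outside the marker lists with at least 100 UMIs in each accessibility-defined class of at least 100 nuclei. It also took the 3 genes per class with the widest gap between promoter and RNA ratios of opposite sign. Gene models without a proper symbol were passed over.

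Nuclei were split by sex on Y chromosome peak counts, as fixed in advance, and Xist and X-linked RNA were then read in the other assay. After the Y peaks had been seen, a split using only Y peaks below 10 Mb was added. A split on RNA was also added, at 10 or more Xist UMIs without RNA of 4 Y-linked genes (Uty, Ddx3y, Eif2s3y and Kdm5d) against no Xist and 3 or more UMIs of those genes.

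The alternatives covered the filter (all barcodes; 2000 UMIs and 2000 peak counts; doublet calls kept), resolution 0.5 and 2, 3000 variable genes, 20 components and the wide promoter window. They also covered a distal window of 100000 bp, a pseudocount of 5 CPM, no filter on low values, peak counts set to 0 or 1, scaling by promoter peaks and the mean of per-nucleus CPM. Further ones used 500 or 2000 class peaks, a minimum of 50 counts, 2 Y counts, and thinning to 2000 UMIs and 3000 peak counts. Estimated fragments in place of counts were added after the data had been seen, for 3 families of results. Sequence motifs in class peaks had been planned and were not run, because no genome sequence was used here.

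The steps were tested on simulated data. Of 200 genes raised 8-fold in visceral endoderm-like nuclei among 32285 genes, 100.0% were among the 200 highest folds. Raising genes also raises the total, which lowers a fold of CPM. Corrected for that known rise, the median recovered fold was 8.01. The simulated fold lowered by the same rise was held by 95.0% of intervals. Folds of the real data carry no such correction. The same test on 229480 peaks recovered 100.0% of raised peaks. Simulated RNA and promoter ratios gave a Spearman coefficient of 0.858 across 9584 genes when tied and 0.026 across 9588 genes when unrelated. Among 2000 simulated nuclei of 5 classes, 100.0% fell in a cluster led by their own class, in 6 RNA clusters and in 7 accessibility clusters. Each was drawn from the summed profile of its class, without variation within it, and splitting a class does not lower this share. Extraembryonic mesoderm, parietal endoderm and anterior streak, node and definitive endoderm were not simulated. How well real classes separate was therefore not tested. Computation used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.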

Results

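Mouse embryos at embryonic day 7.0, the stage of gastrulation at which the epiblast (the founder tissue of the embryo proper) gives rise to mesoderm and endoderm, were pooled and profiled as single nuclei. Each nucleus gave nuclear RNA and accessible chromatin, the DNA open to a transposase. There were 2 groups, E7.0 nuclear RNA and E7.0 chromatin accessibility, with 1 library each from the same nuclei, so nothing below had a replicate check and no test was run. Intervals are at 95% and cover counting error only. The RNA library held 182201512 UMIs and the accessibility library 273131304 peak counts over all deposited barcodes. After the nucleus filter, 12796 nuclei remained, with 80.0% of the UMIs and 83.5% of the peak counts. Their medians were 10471 UMIs (quartiles 7623 and 14178), 4221 detected genes (3510 and 4945) and 17350 peak counts (9029 and 24486). Asking for 2000 UMIs and 2000 peak counts moved the depth most, to a median of 18909 peak counts in 11398 nuclei. Mitochondrial RNA made up a median of 0.0890% of UMIs, and its highest share in a kept nucleus was 4.94%.

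Because some label fields named adult intestine and goblet cells, the first comparison asked which tissue the RNA came from. Over all barcodes, 8 genes of goblet cells and intestinal epithelium together had 201 UMIs, or 1.10 CPM (0.956 to 1.27), and 1.17% of barcodes had at least 1 such UMI (1.003 to 1.350). Muc2 (mucin 2) had 21 UMIs and Tff3 had 11. In the same barcodes, 8 epiblast genes had 288215 UMIs, or 1582 CPM (1576 to 1588), and 11 visceral endoderm genes 788074 UMIs, or 4325 CPM (4316 to 4335). Visceral endoderm is the layer that encloses the embryo at this stage. The other embryonic lists lay at 903.1 CPM for parietal endoderm, 732.0 for embryonic mesoderm, 242.6 for primitive streak, 213.7 for anterior ectoderm and 211.0 for anterior streak, node and definitive endoderm. Among the remaining lists of the conceptus, values were 298.6 CPM for ectoplacental cone and giant cell, 229.5 for extraembryonic ectoderm, 159.5 for extraembryonic mesoderm, 134.3 for haemato-endothelial progenitor and 66.5 for primordial germ cell. Lists for maternal decidua and immune cells reached 12.4 CPM and 2.90 CPM. A UMI of the visceral endoderm list was present in 99.5% of barcodes and one of the epiblast list in 96.8%, at a median depth of 10404 UMIs, so single UMIs of these lists did not separate nuclei. Restricting the sums to the 12796 filtered nuclei moved the visceral endoderm list most in CPM, to 4168, and the goblet and intestinal list most in relative terms, to 1.05 CPM.

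Clustering of the RNA alone gave 22 clusters, of which 15 were named from the fixed markers into 8 classes that held 71.3% of the nuclei. Epiblast-like nuclei were the most frequent at 24.5% (3129 nuclei; 23.7 to 25.2), followed by visceral endoderm-like nuclei at 12.9% (1655; 12.4 to 13.5). Embryonic mesoderm-like nuclei made up 8.70% (1113; 8.22 to 9.20), extraembryonic ectoderm-like nuclei 8.40% (1075; 7.93 to 8.90) and nuclei like anterior streak, node and definitive endoderm 7.21% (923; 6.77 to 7.68). Smaller classes were extraembryonic mesoderm-like at 5.84% (747; 5.44 to 6.26), haemato-endothelial progenitor-like at 2.44% (312; 2.18 to 2.72) and parietal endoderm-like at 1.34% (171; 1.15 to 1.55). The parietal endoderm-like class joined a cluster of 32 nuclei with a mean log2 fold of its markers of 5.09 and one of 139 nuclei with 1.92, and at resolution 0.5 or with 20 components its share was 0.2501%. The 7 unnamed clusters held 28.7% of nuclei. Among them was the largest RNA cluster, of 1594 nuclei, with a mean log2 fold of 0.72 for primitive streak and 0.56 for epiblast markers. One of 560 nuclei was led by anterior streak, node and definitive endoderm markers, with visceral endoderm as rival. Another of 472 was led by extraembryonic ectoderm markers, and one of 813 had a median of 1737 UMIs. Unnamed nuclei are part of all other nuclei in the comparisons below. Median depth per class ran from 9295 UMIs in epiblast-like nuclei to 13196 in extraembryonic ectoderm-like nuclei. In percentage points, 3000 variable genes moved the named share most, to 88.8%, and the filter at 2000 UMIs and 2000 peak counts moved the epiblast-like share most, to 34.3%. No cluster was named extraembryonic mesoderm-like with all barcodes, at resolution 0.5 or with 3000 variable genes. Each of the 7 alternatives also named RNA clusters of a class not named at the main settings, either primitive streak-like (596 to 901 nuclei in 4 of them) or ectoplacental cone and giant cell-like (155 to 531 nuclei in 4), with both at resolution 2.

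**Figure D1:**
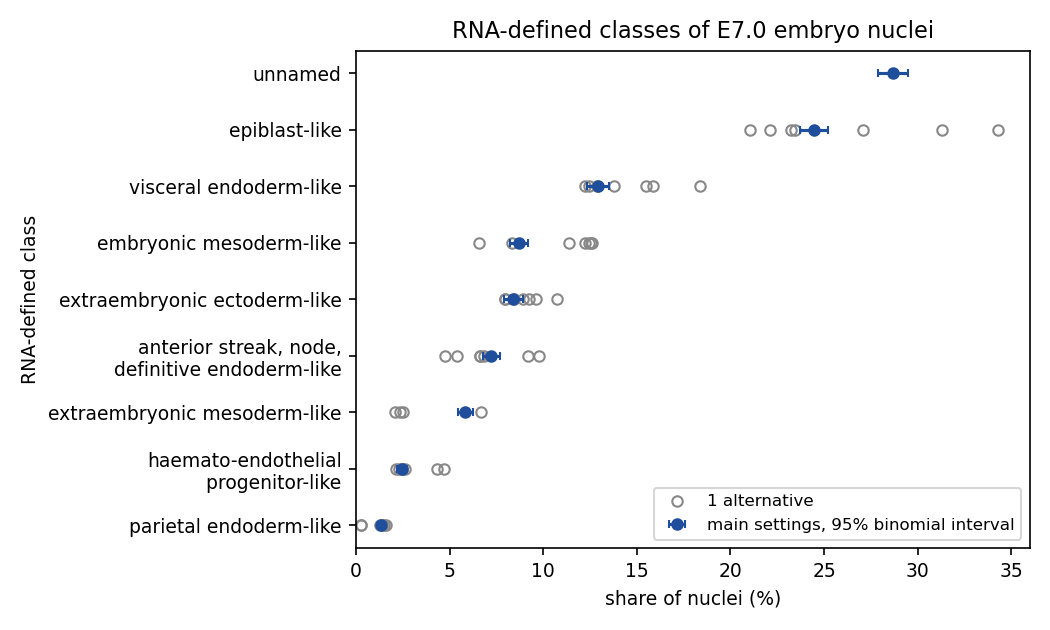
Share of nuclei (x axis, percent) in each RNA-defined class (y axis), with filled points for the 12796 nuclei of the main settings, bars for the 95% exact binomial interval and open points for single alternatives, of which those that change the filter are shares of their own nuclei. The epiblast-like share was 24.5% and ran from 21.1% to 34.3% over the 7 alternatives, a wider range than its interval of 23.7% to 25.2%.

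To ask whether accessibility grouped the nuclei as RNA did, the peaks were clustered apart from the RNA, also into 22 clusters. The adjusted Rand index between both partitions, which is 1 for identical and near 0 for unrelated partitions, was 0.382, and 0.0 to 2 decimals after the labels were shuffled. Resolution 0.5 moved it most, to 0.559. Of the 8053 nuclei in a named class of both assays, 7232 (89.8%; 89.1 to 90.5) had the same name in both. Since clusters of both assays were named from RNA of the same lists, this share describes the clusters rather than 2 independent namings. By class, 98.9% of extraembryonic ectoderm-like nuclei (98.1 to 99.4) and 98.7% of haemato-endothelial progenitor-like nuclei (96.8 to 99.7) kept their name in the accessibility clusters. The share was 87.2% for embryonic mesoderm-like, 84.1% for visceral endoderm-like and 80.5% for epiblast-like nuclei. It was lower for nuclei like anterior streak, node and definitive endoderm, at 63.8% (60.6 to 66.9), with a further 31.9% in unnamed accessibility clusters. Extraembryonic mesoderm-like nuclei were split, 48.2% (44.6 to 51.8) under the same name and 51.5% in another class, most often embryonic mesoderm-like. Parietal endoderm-like nuclei kept their name in 18.1% of cases (12.7 to 24.7), and 70.2% lay in unnamed accessibility clusters.

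Accessibility at the promoters of the marker lists was then compared between each RNA-defined class and all other nuclei, in peak counts that had not been used to define the classes. Each of the 8 lists was more accessible in its own class. Visceral endoderm promoters were 5.395-fold higher (5.17 to 5.63; 259.9 against 48.2 CPM of peak counts), and all 10 genes with a promoter peak were higher. Among these, Ttr had a log2 fold of 3.56 (922 counts in the class and 363 in other nuclei) and Hnf4a one of 2.66 (867 and 790). Extraembryonic ectoderm promoters were 2.10-fold higher (2.02 to 2.19), with Elf5 at a log2 fold of 2.84, while Cdx2 at -0.14 and Wnt7b at -0.10 went the other way. Haemato-endothelial progenitor promoters were 1.86-fold higher (1.72 to 2.02), with Tek at 2.81 and Etv2 at 2.21, while Gfi1b at -0.26 went the other way. The fold was 1.504 for embryonic mesoderm (1.46 to 1.55), 1.36 for anterior streak, node and definitive endoderm (1.30 to 1.43) and 1.35 for epiblast (1.31 to 1.39). It was 1.34 for parietal endoderm (1.22 to 1.46) and 1.25 for extraembryonic mesoderm (1.19 to 1.30). Col4a2 of the parietal endoderm list (-0.13) and Bmp4 (-0.11) and Pitx1 (-0.16) of the extraembryonic mesoderm list went the other way. In the epiblast list the fold rested largely on Pou5f1, whose log2 fold was 1.47, against 0.53 or less for the other 7 genes. Of these, Fgf5 (-0.15) and L1td1 (-0.15) went the other way. Against 10000 random lists of matched accessibility, the list medians lay at percentile 94.8 for epiblast and higher for the other 7 classes, a description of this library and not a test. Keeping doublet calls moved the largest fold most, lowering visceral endoderm from 5.395 to 4.178.

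**Figure D2:**
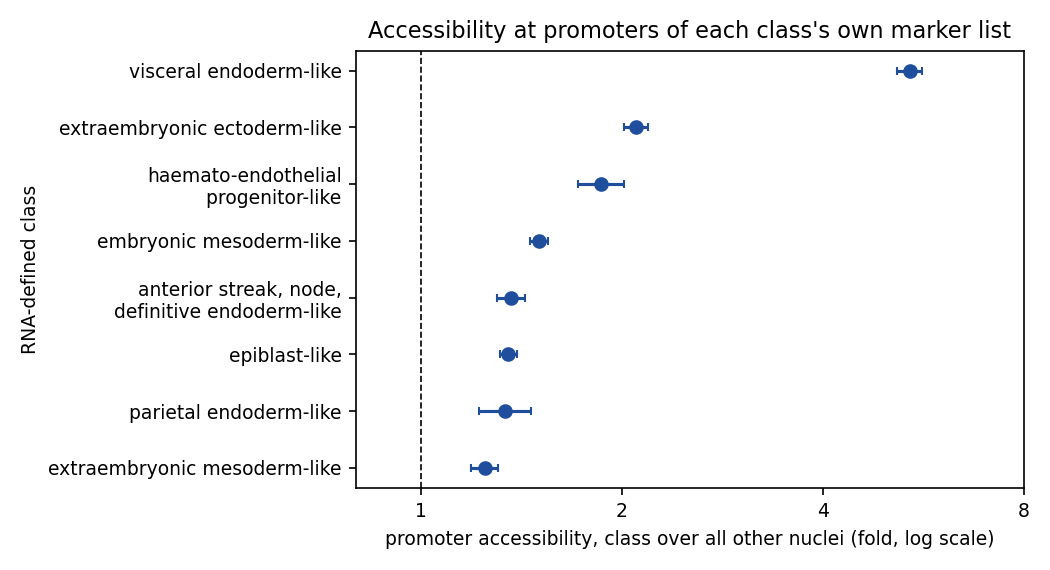
Fold of summed promoter accessibility of each class's own marker list in that class over all other nuclei (x axis, log scale), by RNA-defined class (y axis), with bars for the 95% interval from estimated fragments and a dashed line at 1. All 8 classes lie above 1, from 1.25 for extraembryonic mesoderm-like to 5.395 for visceral endoderm-like nuclei.

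Across genes, the log2 ratio of RNA in a class over epiblast-like nuclei was compared with the same ratio of promoter accessibility, for 7 classes. Genes are not independent replicates, so the coefficients describe this library and carry no p-value. The Spearman coefficient was 0.451 in visceral endoderm-like nuclei (Pearson 0.608; 10031 genes), 0.412 in extraembryonic ectoderm-like nuclei (Pearson 0.626; 9892 genes) and 0.391 in embryonic mesoderm-like nuclei (Pearson 0.533; 9659 genes). It was 0.361 for parietal endoderm-like, 0.328 for extraembryonic mesoderm-like and 0.306 for haemato-endothelial progenitor-like nuclei. The lowest was 0.214, for anterior streak, node and definitive endoderm. After shuffling gene names, no coefficient in any class exceeded 0.037. With distal peaks within 50000 bp in place of promoters, the coefficients ran from 0.241 to 0.420. Dropping the filter on low values moved these coefficients most among the alternatives that left their tolerance of 0.05, lowering the distal value of parietal endoderm-like nuclei from 0.390 to 0.308.

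Some genes had RNA and promoter ratios of opposite sign. RNA had also defined the classes, so the RNA ratios are descriptive here, and the promoter windows leave out any start the files do not list. In visceral endoderm-like nuclei, Plekha6 (ENSMUSG00000041757; chromosome 1, starts from 133181321 to 133259009) had 194.8 CPM of RNA against 8.55 CPM in epiblast-like nuclei, a 22.8-fold difference (20.1 to 25.9). Its promoter peaks went the other way, with 6.36 against 30.7 CPM of peak counts, a log2 ratio of -2.11. Atp8a2 (ENSMUSG00000021983; chromosome 14, starts from 60086834 to 60197179) was similar, with 167.4 against 18.2 CPM of RNA and a promoter log2 ratio of -2.52. For both genes the starts in the files span a wide range, and coordinates here and below are as in the files, for a build not stated in them. The last gene named in that class, Sfmbt2 (ENSMUSG00000061186; chromosome 2, starts from 10370510 to 10372450), had 1019 against 21.5 CPM of RNA and a promoter log2 ratio of -0.01, which is no difference at this depth. In parietal endoderm-like nuclei, Arhgap6 RNA was 55.0-fold higher with a promoter log2 ratio of -1.52, which rested on 18 promoter counts in the class. A UMI of Arhgap6 was found in 66 of the 171 nuclei (38.6%), so a minority of the class carried that fold, and in 15.3% of epiblast-like nuclei, at median depths of 12431 and 9295 UMIs. Enpp3 in extraembryonic ectoderm-like nuclei was the 1 named gene with lower RNA and higher promoter counts (RNA log2 ratio -4.54, promoter 0.56). The other genes named by the rule had higher RNA and promoter log2 ratios between -0.76 and -0.02. Of these, Prdm6 in haemato-endothelial progenitor-like nuclei (-0.02) and Tll1 (-0.03) had no promoter difference at this depth, and Mamld1 (-0.20) rested on 14 promoter counts in the class. They were Lgr5, Tll1 and Gad1os (anterior streak, node and definitive endoderm), Pcdh19, Rimbp2 and Gata4 (embryonic mesoderm), and Plut and Wnt7b (extraembryonic ectoderm). The rest were Prdm6, Pcdh19 and Hoxb3os (extraembryonic mesoderm), Prdm6, Shank3 and Gata2 (haemato-endothelial progenitor), and Mamld1 and Col4a2 (parietal endoderm). No interval is given here for any of these promoter ratios. The smaller ones, such as Gata4 (-0.09), Gata2 (-0.13), Lgr5 (-0.14) and Shank3 (-0.14), are therefore not shown to differ from no change. Gad1os, Plut and Hoxb3os overlap or face other genes, and with no stated use of strand their counts are uncertain. Wnt7b and Col4a2, and Pcdh19 in embryonic mesoderm, were markers of the class in which they are named.

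**Figure D3:**
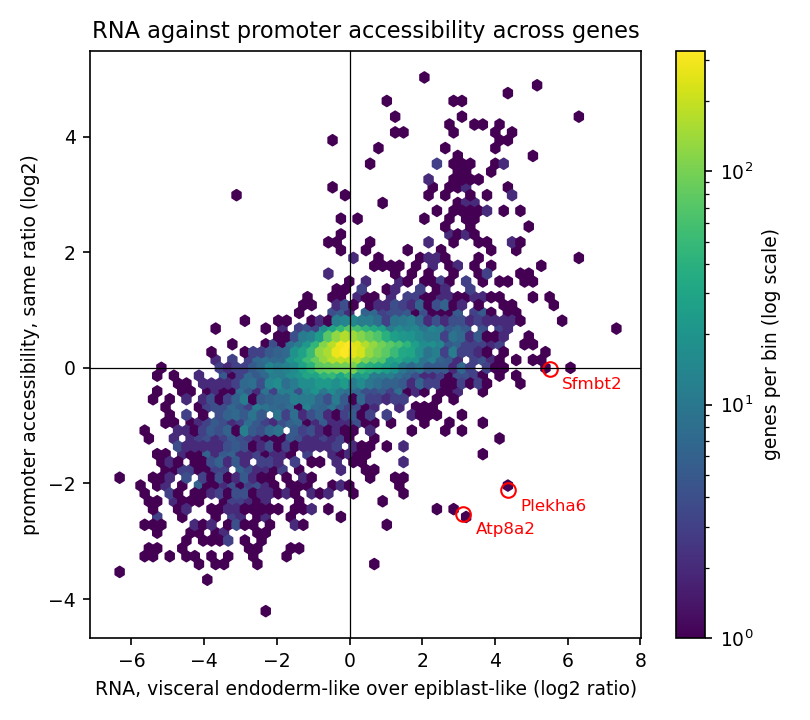
Log2 ratio of RNA (x axis) against log2 ratio of promoter accessibility (y axis), each for visceral endoderm-like over epiblast-like nuclei, with genes counted per hexagonal bin on a log colour scale. Across 10031 genes the Spearman coefficient was 0.451, and red circles mark Plekha6, Atp8a2 and Sfmbt2, the genes named by rule for ratios of opposite sign.

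A panel of 14 genes of gastrulation was read in classes defined from accessibility, comparing 1422 embryonic mesoderm-like with 3166 epiblast-like nuclei at median depths of 10550 and 9722 UMIs. In the embryonic mesoderm-like nuclei 9 genes were higher and 5 lower, and no interval included 1. Gata6 (ENSMUSG00000005836; chromosome 18, start 11052470) differed most, at 268.5 against 8.30 CPM, or 32.4-fold (28.6 to 36.7). Gata4 (ENSMUSG00000021944; chromosome 14, starts from 63213607 to 63245271) was 22.1-fold higher (20.04 to 24.46) and Cdh2, N-cadherin (ENSMUSG00000024304; chromosome 18), 11.4-fold higher (10.9 to 11.8). Fn1 was 11.0-fold higher (10.7 to 11.4), Zeb2 7.95-fold (7.55 to 8.38), Eomes 5.88-fold (5.57 to 6.20), Tdgf1 4.83-fold (4.63 to 5.03) and Dkk1 2.79-fold (2.42 to 3.21). Vim differed least, at 24.1 against 20.5 CPM, or 1.17-fold (1.03 to 1.33). Of the genes lower in embryonic mesoderm-like nuclei, Cdh1, E-cadherin (ENSMUSG00000000303; chromosome 8, starts from 106603351 to 106603379), had 47.3 against 350.6 CPM, so that it was 7.41-fold higher in epiblast-like nuclei (6.87 to 7.99). Sox2 was 7.04-fold higher there (6.04 to 8.24), Nodal 2.36-fold (2.02 to 2.77), Lefty1 1.55-fold (1.205 to 1.999) and Nanog 1.46-fold (1.29 to 1.65). Resolution 0.5 moved the panel most in relative terms, raising the Vim fold from 1.17 to 1.96, and the count of 9 higher genes held under all 5 alternatives. In the primitive streak-like accessibility class, Nanog reached 93.8 CPM and Nodal 72.5 CPM, above their levels in epiblast-like nuclei of 31.2 and 29.1 CPM. That class was not named at resolution 0.5 or with the stricter depth filter.

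**Figure D4:**
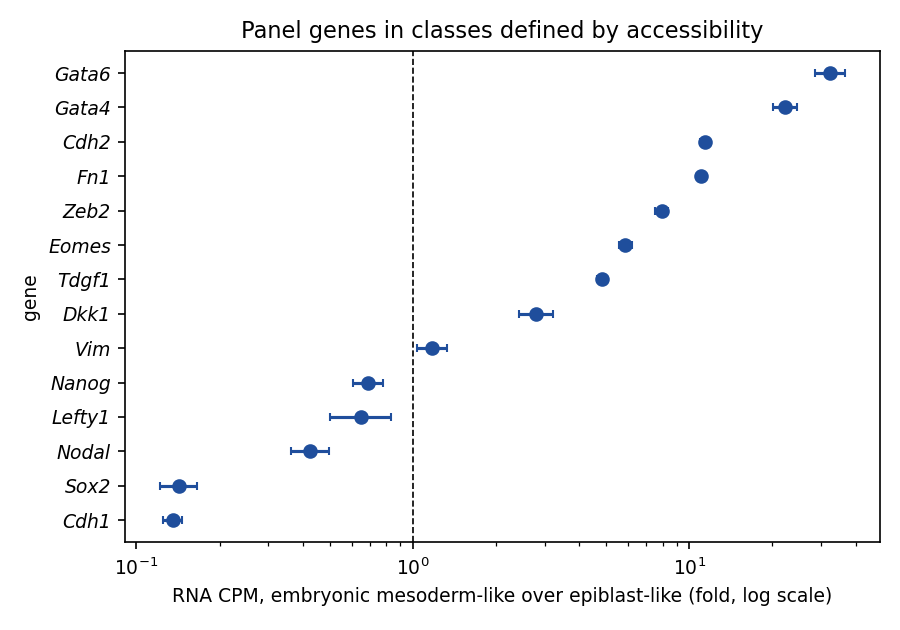
RNA of the 14 panel genes (y axis) in embryonic mesoderm-like over epiblast-like nuclei of the accessibility-defined classes (x axis, fold of CPM on a log scale), with 95% intervals that cover counting error only and a dashed line at 1. Values run from 0.135 for Cdh1 to 32.4 for Gata6, with 9 genes above 1 and 5 below.

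Outside the marker lists and among the 9 accessibility-defined classes of at least 100 nuclei, which leaves out the 31 parietal endoderm-like nuclei, the highest folds of RNA over all other nuclei were in the haemato-endothelial progenitor-like and the ectoplacental cone and giant cell-like classes. Hapln1 (ENSMUSG00000021613; chromosome 13, start 89539796) had 123.6 CPM in haemato-endothelial progenitor-like nuclei against 0.678 CPM elsewhere, or 182.5-fold (146.4 to 229.5). A UMI of it was found in 37.0% of those nuclei and in 0.588% of the others, at median depths of 10107 and 10478 UMIs. Fli1 (ENSMUSG00000016087; chromosome 9, start 32541595) was 163.9-fold higher in that class (143.4 to 187.9) and Rhoj 73.9-fold (64.8 to 84.3). In the ectoplacental cone and giant cell-like class of 183 nuclei, Hbb-bs had 135 UMIs, of which 134 were in 1 nucleus, and its counts could be shared with near-identical globin genes. Of the 139 Anxa1 UMIs of that class, 72 were in 1 nucleus. Cdh5 (ENSMUSG00000031871; chromosome 8, start 104101625) was more widely spread, with 179 UMIs in 30 nuclei and 62.4 CPM against 0.420 CPM elsewhere. In nuclei like anterior streak, node and definitive endoderm, Zbbx was 120.7-fold higher (80.9 to 186.6), with a UMI in 8.38% of nuclei against 0.141% of others at median depths of 9570 and 10563 UMIs, and Cfap44 and Pkd1l1 were 44.7-fold and 42.6-fold higher. Extraembryonic ectoderm-like nuclei were led by Il5ra, at 112.8-fold on 174 UMIs, then Olfr1459 and Oxct2b, which belong to families of similar genes and are uncertain. Extraembryonic mesoderm-like nuclei were led by Fendrr (48.5-fold), Unc5c (31.0-fold) and Isl1 (20.8-fold), and embryonic mesoderm-like nuclei by Rhbg (27.2-fold), Tenm2 (25.4-fold) and Foxc1 (20.4 against 0.816 CPM). Visceral endoderm-like nuclei were led by Aass (19.4-fold), Rasgrf2 (19.2-fold) and Hnf4aos (17.3-fold, uncertain because it is named as antisense to Hnf4a). Epiblast-like nuclei were led by Nxph1 (16.6-fold), Slc35d3 (14.1-fold) and Kcnh8 (13.8-fold), and primitive streak-like nuclei by Wnt8a (6.78-fold), Dcc (4.93-fold) and Plpp4 (4.50-fold).

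The position of class peaks addressed whether accessibility that marks a class lies at promoters or away from them. Of the 1000 peaks with the highest fold in epiblast-like nuclei, 1.9% overlapped a promoter (1.15 to 2.95), against 20.3% of the 90239 peaks with at least 100 counts in the class. This background was not matched on counts and takes in peaks open in many classes, which cannot have a high fold. The gap to it may therefore reflect how strongly and widely peaks were open. The values were 1.3% against 36.8% for extraembryonic ectoderm-like, 2.4% against 44.3% for extraembryonic mesoderm-like and 3.0% against 35.5% for embryonic mesoderm-like nuclei. They were 3.3% against 40.1% for anterior streak, node and definitive endoderm and 4.8% against 30.1% for visceral endoderm-like nuclei. For the 2 smallest classes, in which few peaks reached 100 counts, the shares were 6.3% against 73.8% of 13247 peaks (haemato-endothelial progenitor-like) and 20.9% against 82.4% of 7670 peaks (parietal endoderm-like). Replacing counts by estimated fragments, chosen after seeing the data, moved these 2 most, to 66.2% and 92.4%, while a minimum of 50 counts lowered them to 4.2% and 4.7%. Fewer peaks reach the minimum of 100 on that scale, so the set of 1000 takes in peaks of low fold, and the share in those 2 classes depends on the size of the set.

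None of the named class peaks overlapped a promoter. The leading peaks of 7 classes are given here, and 1 named peak is not reported. In extraembryonic ectoderm-like nuclei the highest fold was 113.2 (63.3 to 220.0; 173 counts against 17), at a peak on chromosome 3 from 101205131 to 101205529. It lay 82.6 kb from the nearest start, that of Cd2, whose RNA was 0.895 CPM in the class and 1.10 CPM elsewhere. The leading haemato-endothelial progenitor-like peak, on chromosome 4 from 115546068 to 115546923, had a fold of 107.3 (70.2 to 167.5) and lay 17.2 kb from Cyp4a31, which had no UMI in the class. Visceral endoderm-like nuclei were led by a peak on chromosome 16 from 21099740 to 21100624 at 41.5-fold (23.3 to 79.6), 53.8 kb from Teddm3, which had no UMI in the class. For anterior streak, node and definitive endoderm, the peak was on chromosome 9 from 30144065 to 30144925, 181 kb from Ntm, at 27.9-fold (20.4 to 38.6). The embryonic mesoderm-like peak was on chromosome 14 from 79905374 to 79906240, 94.4 kb from Olfm4, at 23.1-fold (15.9 to 34.0). In extraembryonic mesoderm-like nuclei, the peak on chromosome 8 from 120943250 to 120944194 was 21.4-fold higher (15.8 to 28.9) and lay 139 kb from Fendrr, whose RNA was 42.1 CPM in the class and 0.853 CPM elsewhere. Fendrr was among the leading genes of the RNA cluster that made up this class, so that RNA difference is descriptive. The epiblast-like peak was on chromosome X from 165424019 to 165424873, 97.1 kb from Glra2, at 11.3-fold (7.75 to 16.9). The other named peaks of each class lay nearest to Nr5a2 and Pde4d (anterior streak, node and definitive endoderm), Tafa5 and Trpc7 (embryonic mesoderm), Casp1 and Zbtb20 (epiblast), and Asap2 and Grin2a (extraembryonic ectoderm). For the other classes these were Cpa5 and Fgf3 (extraembryonic mesoderm), Csgalnact1 and Fndc3a (haemato-endothelial progenitor), Nrde2 and Ankrd33b (parietal endoderm), and Zscan4d and Pfdn4 (visceral endoderm). The nearest start does not show which gene a peak acts on.

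Since embryos had been pooled, the mix of sexes was read from the nuclei. At least 1 Y chromosome peak count was found in 58.3% of nuclei (7454; 57.4 to 59.1). Xist, the RNA expressed from the inactive X chromosome of females, had a UMI in 38.5% of these (37.4 to 39.6) and in 52.9% of nuclei without a Y count (51.5 to 54.2), at median depths of 11232 and 9497 UMIs. X-linked UMIs other than Xist and Tsix were 3.70% of autosomal UMIs in nuclei with a Y count and 3.73% in those without, a ratio of 1.01. Thinning to 2000 UMIs and 3000 peak counts left 11061 nuclei, gave Y counts in 34.6% and Xist in 27.7% and 39.7%, and put the X-linked ratio at 0.996, with overlapping intervals of the shares, so that no difference was detectable at that depth. The Y peaks fell into 2 parts. A block of 18 peaks on chromosome Y from 90725747 to 90829301 held 43868 counts, and 21 peaks from 258816 to 4150667 held 12729. In 2881 nuclei with 10 or more Xist UMIs and no Y-linked RNA, 43.9% had a count in the block (42.1 to 45.8) and 0.937% in the other Y peaks (0.619 to 1.36), at a median of 18679 peak counts. In 5376 nuclei with Y-linked RNA and no Xist, the shares were 47.4% (46.0 to 48.7) and 46.8% (45.5 to 48.2), at a median of 19461 peak counts. These sets were chosen after seeing the data and are defined by RNA, so they are not the sexes as labelled. The block held most Y counts and put at least 43.9% of nuclei with Xist and no Y-linked RNA among those with a Y count. The split at 1 Y count therefore does not sort nuclei by sex, and its X-linked ratio of 1.01 does not compare the sexes. Using only Y peaks below 10 Mb, chosen after seeing the data, moved the result most: 28.8% of nuclei had a count, with Xist in 21.2% of them and in 53.9% of the others. Xist itself was present at 10 or more UMIs in 29.2% of nuclei (28.39 to 29.98), at 3 to 9 UMIs in 3.05% and at 0 to 2 UMIs in 67.8%. When nuclei were split on Xist and Y-linked RNA, the X-linked share was 3.75% with Xist and 3.68% with Y-linked RNA, a ratio of 1.02. This ratio pools classes that differ in X-linked share and in sex mix, and within epiblast-like nuclei it was 0.995.

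**Figure D5:**
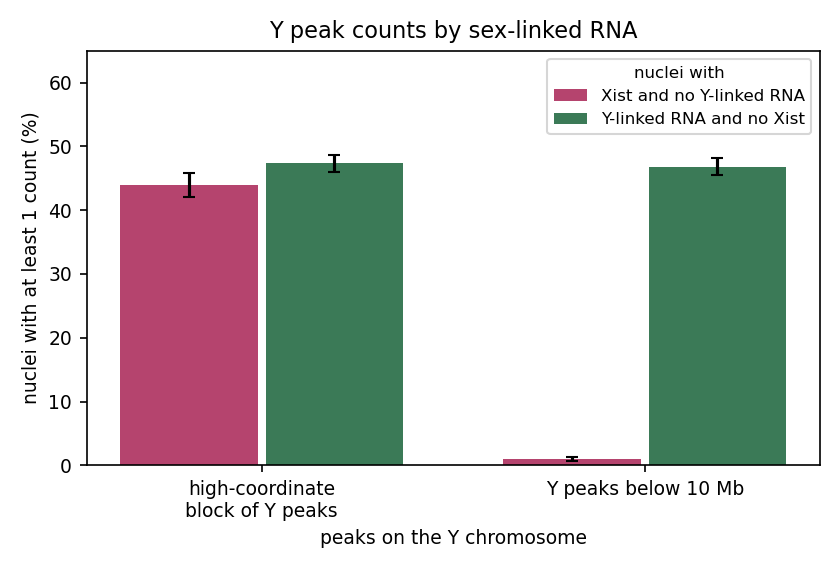
Share of nuclei with at least 1 count (y axis, percent) in the high-coordinate block of Y peaks and in Y peaks below 10 Mb (x axis), for nuclei with Xist and no Y-linked RNA (red) and nuclei with Y-linked RNA and no Xist (green), with 95% exact binomial intervals. The block was counted in 43.9% and 47.4% of them, and the other Y peaks in 0.937% and 46.8%.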

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

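The tests of giant cells and of empty droplets, both above and below 5000 UMIs, were chosen only after the result was seen. The groups differ only by assay, so the design names no biological difference to weigh, and the explanations below were tested within the libraries.

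Barcodes called doublets by Scrublet were left out of the comparisons at their main settings, apart from that of the marker lists, and they drew attention because they held 16.16% of the RNA UMIs of the library. There were 1153 such barcodes, with a median of 22127 UMIs. In this section, a barcode had RNA of both sexes with at least 2 Xist UMIs and at least 2 UMIs of the Y-linked genes. After 122 calls with fewer than 5000 UMIs were set aside, 225 of 1031, or 21.82% (19.3 to 24.5), had both Xist and Y-linked RNA at 5000 UMIs each. The share was 2.637% (2.35 to 2.95) of the 11187 nuclei with as many UMIs that passed the filter. This argues against intermediate states of 1 nucleus as the source of all calls. A pair of nuclei under 1 barcode may explain many of them. How many is not known, since pairs of 1 sex do not show in this measure, and calls in error for a part stay open.

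The 100 barcodes with the most UMIs, up to 846848, had a median of 56577 UMIs, and 67 of them were doublet calls. At 5000 UMIs each, 37.0% (27.6 to 47.2) had RNA of both sexes, and so did 30.3% of the 33 without a doublet call (15.6 to 48.7). Several nuclei under 1 barcode are a candidate explanation for many of them. Trophoblast giant cells with many genome copies would raise giant cell genes. Prl3d1 lay at 1.472 CPM in these barcodes against 9.06 CPM in the library, and Rhobtb3 at 62.4 against 72.5 CPM, which argues against them as the main source.

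Barcodes below the depth limits drew attention because they held 4.291% of the RNA UMIs, which at the main settings entered the comparison of the marker lists alone. Of the 1445 barcodes, 536 had at least 5000 UMIs and held 3.45% of the UMIs. Among these, 1.679% (0.771 to 3.16) had both Xist and Y-linked RNA at 5000 UMIs, close to the 2.637% of nuclei that passed the filter, whereas free RNA pools both sexes. The other 909, with a median of 1085 UMIs and 919 peak counts, held 0.839% of the UMIs. RNA of both sexes was in 1.43% of them (0.764 to 2.43), against 13.9% for as many UMIs drawn from the pooled library. Both values argue against empty droplets with free RNA as the source of most of these barcodes. Nuclei that yielded little accessible DNA or little RNA could give these values, and why they did so was not tested.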

How the results depend on the processing

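Estimated fragments in place of counts, Y peaks below 10 Mb and the split on RNA were chosen after seeing the data, and the other alternatives before the data were examined. With no test behind any value, a value counts as moved when it left its 95% counting interval, its tolerance of 0.05 for a coefficient, or 5% for a median fold. Where no cause is named below, the cause was not tested. No paired analysis was possible because each assay had 1 library. Motif alternatives (the unmatched background and the whole peak) were not run, since no genome sequence was used here.

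With all deposited barcodes, the median fell to 16490 peak counts because shallow barcodes were let in. Shares became 9.17% for anterior streak, node and definitive endoderm, 6.56% for embryonic mesoderm, 22.1% for epiblast, 9.21% for extraembryonic ectoderm, 2.11% for haemato-endothelial progenitor, 15.9% for visceral endoderm and 69.9% in all named classes.

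At 2000 UMIs and 2000 peak counts, the medians rose by construction to 11027 UMIs, 4336 genes and 18909 peak counts. Shares became 4.74% for anterior streak, node and definitive endoderm, 34.3% for epiblast, 8.94% for extraembryonic ectoderm, 6.66% for extraembryonic mesoderm and 84.8% named. Y counts were found in 62.6% of nuclei and Xist in 54.9% of those without, whose X-linked share was 3.74%, a ratio of 1.01.

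With doublet calls kept, medians were 10852 UMIs, 4300 genes and 17946 peak counts, since the calls are deep. Shares became 6.62% for anterior streak, node and definitive endoderm, 12.2% for embryonic mesoderm, 21.1% for epiblast, 9.61% for extraembryonic ectoderm, 2.49% for extraembryonic mesoderm, 15.5% for visceral endoderm and 74.6% named. Y counts were found in 59.8% of nuclei and Xist in 41.7% of these, with an X-linked share of 3.71%.

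Summed over nuclei that passed the filter, the epiblast list was at 1591 CPM and the visceral endoderm list at 4168 CPM.

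At resolution 0.5, shares became 6.60% for anterior streak, node and definitive endoderm, 12.5% for embryonic mesoderm, 23.2% for epiblast, 4.35% for haemato-endothelial progenitor, 0.2501% for parietal endoderm, 18.4% for visceral endoderm and 77.5% named. The adjusted Rand index was 0.559 and the median marker fold 1.57. At resolution 2, they became 5.42% for anterior streak, node and definitive endoderm, 11.4% for embryonic mesoderm, 27.1% for epiblast, 10.7% for extraembryonic ectoderm, 2.09% for extraembryonic mesoderm and 80.1% named, with an index of 0.311.

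With 3000 variable genes, shares became 9.77% for anterior streak, node and definitive endoderm, 12.6% for embryonic mesoderm, 31.3% for epiblast, 4.70% for haemato-endothelial progenitor, 1.62% for parietal endoderm, 13.8% for visceral endoderm and 88.8% named. With 20 components, they became 12.6% for embryonic mesoderm, 23.4% for epiblast, 2.34% for extraembryonic mesoderm, 0.2501% for parietal endoderm, 12.3% for visceral endoderm and 74.1% named. The share of the extraembryonic mesoderm-like class had no value with all barcodes, at resolution 0.5 or with 3000 variable genes, because no RNA cluster took that name.

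The median marker promoter fold was 1.36 with peak counts set to 0 or 1 and 1.51 scaled by promoter peaks. With a promoter window of 2000 bp, the median share of class peaks at a promoter was 6.20%, since a wider window overlaps more peaks.

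With at least 2 Y peak counts asked for, 55.9% of nuclei had Y signal. Thinned to 2000 UMIs and 3000 peak counts, Y signal was in 34.6%, with Xist in 27.7% of these and 39.7% of the others, since fewer counts were kept. X-linked shares were 3.67% (3.66 to 3.69) and 3.66% (3.65 to 3.67). Their ratio was on the other side of 1, at 0.996, but the intervals overlap, so no difference was detectable at that depth. With Y peaks below 10 Mb, Y signal was in 28.8%, Xist in 21.2% of these, and X-linked shares were 3.69% and 3.72%. With the split on RNA, 42.0% had Y signal, X-linked shares were 3.68% and 3.75%, and the ratio was 1.02.

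The remaining comparisons are given as counts of values per alternative. For RNA against accessibility, 14 median coefficients stayed within tolerance, as did 95 by class, while 3 distal ones moved, all lower, with no filter on low values. The count of 9 higher panel genes was the same under all 5 alternatives, and of the single panel genes 36 values stayed and 34 moved. Of single marker promoter folds 37 stayed and 18 moved, and of shares of class peaks by class 29 stayed and 19 moved. Of the other marker lists 4 stayed and 8 moved. Summed counts limit the smallest classes most, since few peaks reached 100 counts over the 171 parietal endoderm-like nuclei, whose depth per nucleus was not low.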

Other observations

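The tests of shared X and Y sequence, of shallow or damaged nuclei, and of Hbb-bs and Cdh5 RNA were chosen only after the result was seen. The groups differ only by assay, so the design names no biological difference to weigh, and the explanations below were tested within the libraries.

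Counts in the high-coordinate block of Y peaks were found in 43.94% of nuclei with Xist and no Y-linked RNA (42.1 to 45.8), and in 47.4% of nuclei with Y-linked RNA and no Xist. In the Y peaks below 10 Mb the shares were 0.937% and 46.8%. Gm47283 (ENSMUSG00000096768), a gene model in the block chosen after its values were seen, had 364.9 and 490.1 CPM of RNA in the same sets of nuclei. Sequence shared between the X and Y chromosomes is a candidate explanation for the block. No genome sequence was used here, so the sequence itself was not compared.

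The X-linked share of RNA in nuclei with Xist over nuclei with Y-linked RNA differed by class. The ratio was 1.05 in extraembryonic ectoderm-like nuclei (1.05 to 1.06), 1.02 in visceral endoderm-like nuclei (1.02 to 1.03) and 0.987 in nuclei like anterior streak, node and definitive endoderm (0.978 to 0.996). It was 0.995 in epiblast-like nuclei. Differences between classes were not tested. Free RNA strong enough to level the sexes is argued against. Y-linked RNA in nuclei with 10 or more Xist UMIs was 13.92% of its level in nuclei with none (92.4 against 663.7 CPM). The 92.4 CPM that remained leaves a smaller amount of free RNA open. These nuclei also include some with Y-linked RNA, which the split leaves out. The share of nuclei with 10 or more Xist UMIs ran from 23.2% in extraembryonic mesoderm-like to 52.1% in parietal endoderm-like nuclei (44.3 to 59.7), and how many embryos of each sex were pooled is not known here.

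An epiblast-like RNA cluster of 188 nuclei, 6.01% of the class, was led by Il17f, chosen after its values were seen, at 76.5 CPM against 0.617 CPM in the other epiblast-like clusters. Nuclei of 1 embryo, or of 1 sex, are argued against, since 24.47% (18.5 to 31.3) had 10 or more Xist UMIs and 23.9% had Y-linked RNA and no Xist. Shallow or damaged nuclei cannot be told apart from other sources of the cluster. The median of 15506 peak counts lay within the range of 9522 to 22252 in the other epiblast-like clusters. The median mitochondrial share of 0.1015% also lay within theirs, from 0.0861% to 0.1456%. The median of 6486 UMIs was below all of them, the lowest of which was 6677, and a loss of RNA alone stays open. A split in RNA alone, with no matching accessibility group, cannot be told apart from one that accessibility shares. Of its nuclei, 50.53% lay in the accessibility cluster that held 45.0% and 46.1% of 2 others. Its spread over the accessibility clusters differed from those of the other epiblast-like clusters by 20.7% to 72.0%, against 31.2% to 54.2% between those clusters, and 57.5% of it, the lowest share of the 4, lay in the epiblast-like accessibility class. These values point both ways. Transcription that had only begun to reach the ends of genes, as after division, cannot be told apart from the spread between clusters. The Spearman coefficient of its log2 ratio with gene length, across genes, was -0.455, inside the range from -0.633 to 0.57 in the other clusters. The cluster's median log2 ratio of genes under 10 kb, at 0.23, also lay inside their range, from -0.34 to 0.37. Both have the sign that the explanation would give, but they lie within the spread of the other clusters, so they do not decide. Its median log2 ratio of genes over 100 kb, at -0.90, lay outside their range, the lowest of which was -0.51. That value goes with the explanation, but the others do not set this cluster apart, which keeps the explanation open.

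In the ectoplacental cone and giant cell-like class, 99.26% of the Hbb-bs UMIs were in 1 nucleus, which argues against RNA of the class as a whole. That nucleus had 26518 UMIs, 113 of Xist and 1 of Y-linked genes. Free RNA from red blood cells is argued against by the highest Hbb-bs level in any other class, 0.1274 CPM, against 47.0 CPM here. Maternal nuclei cannot be told apart for the 16 nuclei with 3 or more UMIs of Hbb-bs or Cdh5, of which 2, or 12.5% (1.55 to 38.4), held Y-linked RNA and no Xist. The share was higher in the other 167 nuclei of the class, at 46.7% (38.96 to 54.57). The lower share goes with maternal nuclei and those 2 nuclei go against it, and a mix of maternal and embryonic nuclei keeps it open.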
